A study of Mus musculus with 44 samples. Its data were reported in "A TLR4/TRAF6-dependent signaling pathway mediates NCoR coactivator complex formation for inflammatory gene activation" (2024).

How the data were processed

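RNA-seq libraries of mouse bone marrow-derived macrophages were analysed from 4 tables of raw gene counts as deposited by the authors. Reads had been aligned to mm10 with STAR by the authors. Per the file headers, the counts are whole numbers of reads in exons of RefSeq transcripts, made with HOMER's gene counting without normalization, with 1 transcript kept per gene in each table and 24940 genes listed. Each header also gives the total of mapped reads per library. Library names carry a date stamp, which was read as the batch. No strand option is named in the headers, whereas the study's methods describe counts of strand-specific reads. Sequence reads, read quality and the ChIP-seq and other assays of the study were not used here.

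The 44 libraries were grouped by table, genotype and treatment into 22 groups of 2 replicates, and all columns were assigned to a group. The numbers of tested genes were 13407 in the NCoR table, 12196 in the RGFP966 table, 12205 in the Pgc1b table and 12332 in the TBK1i table, after edgeR's filterByExpr on the groups. Gene counts per library ranged from 8.32 M to 16.8 M (M, 1e6), and the count below which a gene was treated as not detectable was 3. The tables list 1346 genes shorter than 250 bp, which the study's methods leave out and which were kept here when they passed the filter.

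Each table was fitted on its own with edgeR 4.0.16 in R 4.3.3, with TMM scaling and a robust quasi-likelihood fit of all its groups. The common biological coefficient of variation was 0.0421, 0.0433, 0.0665 and 0.031 for the NCoR, RGFP966, Pgc1b and TBK1i tables. Contrasts of 2 groups and interaction terms used edgeR's quasi-likelihood F-test, 2-sided, with Benjamini-Hochberg adjustment over the genes tested. A call required an adjusted p below 0.05 and a fold change above 1.5 in either direction. The SE of a log2 fold change is the one implied by the F statistic. With 2 libraries per group, an exact permutation test of a single gene cannot reach a p below 0.05, and the tests rest on dispersion shared across genes and groups. Fold changes against groups in which both libraries had 3 counts or fewer were computed against that floor and are lower bounds.

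Hyporesponsive genes were those called induced by a ligand and called lower in the knockout or with the inhibitor in its presence. Pairs of lists were compared with 1-sided Fisher exact tests over the genes induced in both tables. Gene lists (14 LXR targets, 22 interferon-stimulated genes, 20 NFκB inflammatory genes and 11 osteoclast genes, of which 9 were tested) were written from general knowledge and tested with fry in limma 3.58.1, with adjustment over 17 tests. The genes named were the targeted or label-checking genes Ncor1, Hdac3, Ppargc1b, Tbk1 and Lyz2 (a further gene of this set is not reported here), 7 genes the study names (Ptgs2, Cp, Il12a, Abca1, Scd2, Acp5 and Ocstamp), and for each perturbation contrast the 2 higher and 2 lower called genes with the largest log2 fold change among those averaging at least 5 CPM in a compared group. Groups, contrasts, gene lists, the naming rule and the other settings listed below, with 1 later exception, were fixed before the data were examined, whereas the joint fits across tables, the further refits and the tests of explanations were added later. Other genes are said to have been named after their values were seen.

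The pipeline was tested on simulated data. Of 200 genes changed 2-fold or 4-fold between 2 groups of 2 libraries, 199 were recovered, and 2 unchanged genes were called among 13305 tested. 5 of 100 unchanged sets of 14 genes had a fry p below 0.05. In 10 simulations per table without any knockout or inhibitor effect, at most 1 gene entered a hyporesponsive list.

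The other settings were DESeq2's size factors in place of TMM, no filter on low counts, a filter on a mean of 5 CPM, DESeq2 1.42.0 in place of edgeR, only the compared groups in the fit (for contrasts of 2 groups), the replicate number as a block, each replicate left out in turn, other wild-type KLA libraries as the control of NKO_KLA, a call without the fold threshold, and camera in place of fry. Fits without a replicate kept the dispersions of the full fit, gave fold changes only and counted the called genes that kept their direction and a fold change above 1.5. Leaving out chromosomes X and Y was added after the sex of the libraries was seen. For comparisons across tables, the KLA or vehicle libraries of all 4 tables were fitted jointly on the transcripts listed in each, with 11036 genes tested at KLA. Further refits thinned every library of a table to its lowest total, left out the 20 most abundant genes, or removed trends with GC content and transcript length in each library. GC values could be had for 99.4% of the tested genes. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.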

Results

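RNA-seq was performed on bone marrow-derived macrophages (BMDMs), which are macrophages grown in culture from mouse bone marrow precursors. The 44 libraries fell into 22 groups of 2 replicates and were deposited as 4 count tables. The first table (24 libraries) held wild-type (WT) and NCoR knockout (NKO) BMDMs, which received vehicle, IL4, IFNβ, poly I:C, RANKL or KLA. Poly I:C stands in for double-stranded RNA and acts through TLR3. RANKL is the cytokine behind osteoclast formation. KLA (Kdo2 lipid A) triggers TLR4, the receptor for lipopolysaccharide. NCoR, encoded by Ncor1, is a scaffold that brings the deacetylase HDAC3 to chromatin, and Cre under the Lyz2 promoter (LysM-Cre) deletes it in myeloid cells of NKO mice. The second table (6 libraries) held vehicle, KLA and KLA with RGFP966, an inhibitor of HDAC3. The third (8 libraries) held Pgc1b-flox BMDMs without Cre and with Cre (Pgc1b KO), under vehicle or KLA. Ppargc1b encodes the coactivator PGC1β. The fourth (6 libraries) held DMSO, DMSO with KLA and KLA with an inhibitor of the kinase TBK1 (TBK1i). Treatment with ligand or vehicle lasted 6 h by the sample records, except 12 h for RANKL. By the study's methods, RGFP966 and the TBK1 inhibitor were added with the serum starvation, 12 h before KLA. No group held an inhibitor without KLA. A gene lower with an inhibitor may therefore have been lower before KLA was added. The column names of the 2 Pgc1b KO libraries with KLA state no time, whereas those of all other KLA libraries do. The sample records list the RANKL libraries as BMDMs, whereas their column names in the count table call the cells osteoclasts, and how they were cultured is not stated there.

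Counts assigned to genes ranged from 8.32 M to 16.8 M per library (median 12.2 M, with M standing for 1e6), which was 83.7% to 89.3% of the mapped reads. Before TMM scaling, a count of 3 corresponded to 0.179 CPM (counts per 1e6) in the deepest library and to 0.36 CPM in the shallowest. These floors cover counting error only. The CPM of genes given below are TMM-scaled, so a count of 3 lies at another CPM there. Replicates correlated at 0.992 or above on the log2 CPM scale, and each of the 22 pairs differed by more than sampling noise.

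Library names carried date stamps that split the NCoR table. Vehicle, poly I:C, IFNβ and IL4 libraries of both genotypes shared a stamp, and RANKL libraries of both genotypes shared a stamp 536 days earlier. The WT_KLA libraries were stamped 115 days before the vehicle libraries, and the NKO_KLA libraries 1401 days before WT_KLA. At KLA, genotype and batch therefore cannot be told apart, because no date holds both genotypes and no batch term could be fitted. The responses to KLA and to RANKL in WT cells were also measured against vehicle libraries of another date. In the other 3 tables each contrast was made within a single stamp, apart from RGFP966_KLA replicate 2, which was stamped 14 days after the rest of its table.

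Sex-linked transcripts separated the libraries into 34 with Xist (5206 counts or more) and 10 with Y-linked transcripts (Ddx3y, Eif2s3y, Kdm5d and Uty, 578 counts or more in sum). Xist (chromosome X, 103460373 to 103483233, mm10) had at most 1 count in those 10 libraries. They were the 8 libraries of the Pgc1b table and the 2 NKO_KLA libraries, so that NKO_KLA came from male and every other group of the NCoR table from female mice. Among called genes averaging at least 5 CPM, the 2 higher and 2 lower genes with the largest changes between NKO_KLA and WT_KLA were sex-linked. Xist was at least 3350-fold lower and Tsix at least 158-fold lower in NKO_KLA, while Ddx3y was at least 53.3-fold and Eif2s3y at least 48.6-fold higher. DESeq2 did not call Ddx3y (adjusted p = 0.265) or Eif2s3y (adjusted p = 0.273). Xist and Tsix overlap on opposite strands. The study's methods describe counts of strand-specific reads, but the counting command names no strand option, so the count of Tsix is uncertain.

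**Figure D1:**
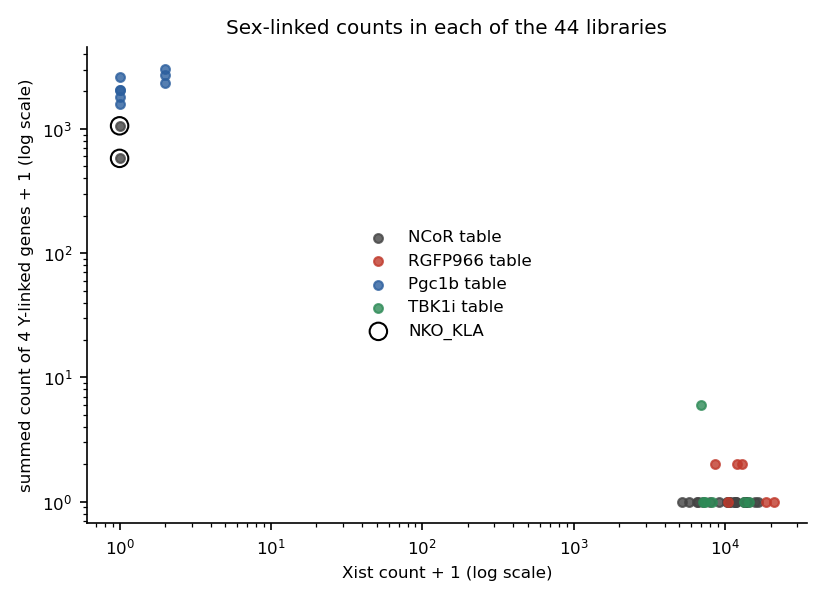
Each point is 1 of the 44 libraries, with the Xist count on the x axis and the summed count of 4 Y-linked genes on the y axis, both plus 1 on log scales. The 2 circled NKO_KLA libraries lie with the 8 male libraries of the Pgc1b table and apart from the 34 female libraries.

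The targeted genes were examined first. Ncor1 (NM_001252313, chromosome 11, 62316426 to 62438515) fell from 166 ± 4.85 CPM in WT_Veh to 57.01 ± 0.836 CPM in NKO_Veh (SD, n = 2), a log2 fold change of -1.54 ± 0.063 (SE) with an adjusted p = 5.78e-28 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was lower in NKO under every condition, with log2 fold changes from -1.78 at KLA to -1.41 at RANKL. Hdac3 was not called in any NKO contrast. Lyz2 (NM_017372, chromosome 10, 117277541 to 117282272), the site of the Cre transgene, fell from 9209 ± 112 to 4604 ± 31.9 CPM under vehicle and was lower in both NKO libraries than in both WT libraries in all 6 conditions. In the Pgc1b table, Lyz2 was 8217 ± 154 CPM without Cre and 4410 ± 18.1 CPM with Cre under vehicle. Ppargc1b itself (NM_133249, chromosome 18, 61298136 to 61400431) did not fall in the libraries labelled Pgc1b KO. It was 3.63 ± 1.06 and 3.58 ± 0.241 CPM under vehicle and 7.29 ± 0.723 and 9.50 ± 1.08 CPM after KLA, without and with Cre (log2 fold change at KLA 0.38 ± 0.27 SE, adjusted p = 0.275). The counts cover all exons of the transcript and do not show whether a floxed exon was lost. Within these data, every direction given for the libraries labelled Pgc1b KO therefore rests on the label and on Lyz2. The study also presents an immunoblot of PGC1β protein in BMDMs of both genotypes, which was not used here. Ppargc1b was lower after RGFP966 (log2 fold change -2.49 ± 0.21 SE, adjusted p = 7.90e-18) and after TBK1i (-2.55 ± 0.25 SE, adjusted p = 3.37e-23). Tbk1 fell by 0.55 on the log2 scale with TBK1i, short of the fold threshold.

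**Figure D2:**
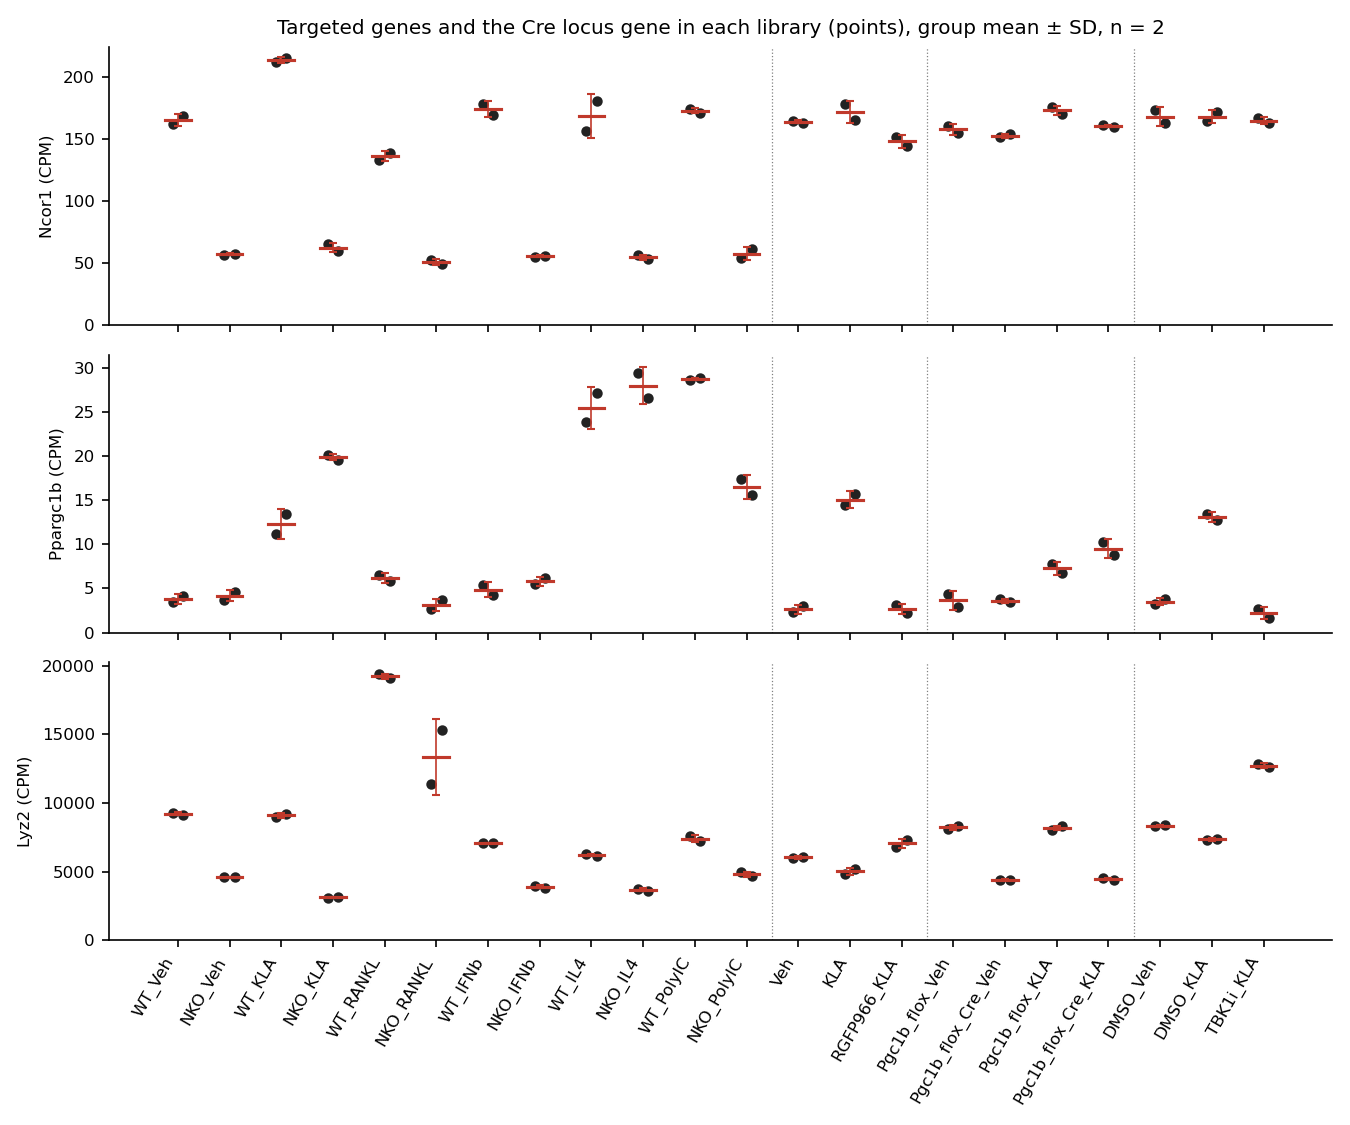
CPM of Ncor1, Ppargc1b and Lyz2 in each of the 22 groups, with both libraries as points and the mean ± SD (n = 2) in red; dotted lines part the 4 tables, each scaled on its own. Ncor1 is lower in each NKO group than in its WT group, Lyz2 is lower in each group with Cre, and Ppargc1b is not lower in the libraries labelled Pgc1b KO.

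To ask which genes depend on NCoR in each signaling context, NKO was compared with WT under each condition. A gene was called at an adjusted p below 0.05 and a fold change above 1.5. Under vehicle, 322 genes were higher and 510 lower in NKO among 13407 tested. The alternative that moved this most, a fit of those 4 libraries alone, called 294 higher and 305 lower. After KLA, 2820 genes were higher and 2547 lower, in the contrast confounded with date and sex. RANKL gave 833 higher and 937 lower, poly I:C 403 higher among 795, IFNβ 250 and 260, and IL4 255 and 313. Of the calls at KLA, 178 (3.32%) lay on chromosomes X and Y.

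**Figure D3:**
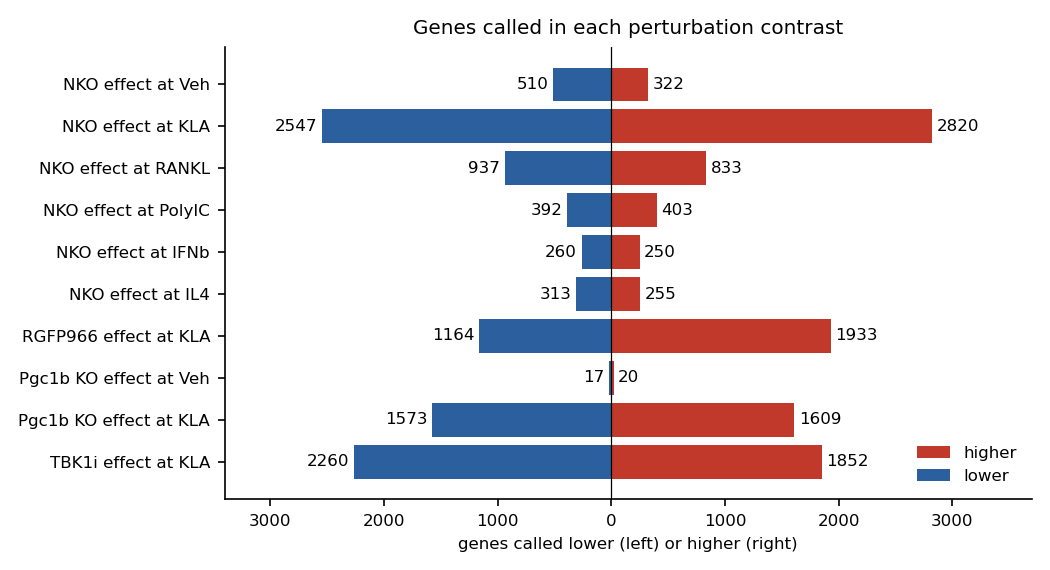
Bars give the number of genes called higher (right) and lower (left) in each perturbation contrast. NKO at KLA has 2820 and 2547, more than any other contrast, and the libraries labelled Pgc1b KO have 20 and 17 under vehicle.

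Abca1 (NM_013454, chromosome 4, 53030789 to 53159895) and Scd2 (NM_009128, chromosome 19, 44293676 to 44306862), targets of the lipid-sensing LXR receptors, were higher in NKO under vehicle. Abca1 was 1397 ± 41.6 CPM in NKO and 626 ± 8.67 CPM in WT, and Scd2 was 223 ± 7.76 and 32.8 ± 4.77 CPM (SD, n = 2). Abca1 was also called higher at RANKL, poly I:C, IFNβ and IL4 but lower at KLA (log2 fold change -0.92 ± 0.088 SE, adjusted p = 6.88e-09). The largest increases under vehicle, among called genes with a mean of at least 5 CPM, were in Scd1 (log2 fold change 3.97) and Mmp9 (3.06). Scd1 is a paralog of Scd2, and reads the counting splits between them are uncertain. The largest decreases were in Ccl5 (-3.04) and Ifi44 (-2.37). WT_Veh replicate 2 decided the value of Ccl5, since it held 297 counts against 40 in replicate 1, and without it the log2 fold change was -0.97. The size of the Ifi44 change leaned on that library too. Ifi44 was at 14.2 CPM there, 4.26 CPM in replicate 1 and 1.44 and 2.05 CPM in NKO_Veh. Both calls were lost when only the compared groups were fitted.

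At RANKL, the most increased genes were Ccl7 (log2 fold change 3.59) and Mmp10 (3.44), and the most decreased were Mycl (-3.82) and Nptx1 (-3.52). Of the osteoclast genes, Acp5 was not called (0.21 ± 0.088 SE, adjusted p = 0.0641), whereas Ocstamp was lower (-1.16 ± 0.35 SE, adjusted p = 0.00738) at 1.65 against 3.66 CPM. At poly I:C, Mmp9 (3.35) and Scd1 (2.92) were most increased, and Ptx3 (-2.29) and Lag3 (-2.07) most decreased. Scd1 and Siglecf headed the increases at IFNβ (3.79 and 3.23) and at IL4 (3.76 and 3.25). Ncor1 was among the most decreased genes in both conditions, together with Cd300e (-1.83) at IFNβ and Gbp5 (-1.42) at IL4. Gbp5 belongs to a family of near-identical genes and its count is uncertain.

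The responses of WT cells were called in the same fits. KLA induced 3408 genes and lowered 4336, RANKL 3225 and 2648, poly I:C 2974 and 3357, IFNβ 549 and 318, and IL4 889 and 866. In the other tables, where vehicle and KLA libraries shared a date, KLA induced 3399 (RGFP966 table), 2787 (Pgc1b flox) and 3647 genes (TBK1i table). The filter on a mean of 5 CPM moved the KLA response in WT most, to 6762 genes in all.

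Genes induced by a ligand in WT and lower in NKO in its presence were counted as hyporesponsive. There were 1144 for KLA (33.6% of the induced genes), 636 for RANKL (19.7%), 275 for poly I:C (9.25%), 36 for IFNβ (6.56%) and 63 for IL4 (7.09%). Both calls of such a gene use the same WT libraries, and 10 simulations per table without any knockout effect gave at most 1 gene in a list. The simulations bear on this sharing only. They hold no difference in date or sex between the genotypes, so they do not bear on the confounding at KLA. Genes that were induced and higher in NKO numbered 485, 252, 27, 10 and 44 for KLA, RANKL, poly I:C, IFNβ and IL4. Induction was also taken from all of the other 3 tables, which share no library with NKO_KLA, in place of the call in WT_KLA. Of the genes so induced, 710 were lower in NKO at KLA.

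Ptgs2 (NM_011198, chromosome 1, 150100031 to 150108234), encoding cyclooxygenase 2, was 1156 ± 64.8 CPM in NKO_KLA and 5239 ± 69.5 CPM in WT_KLA. Cp (NM_007752, chromosome 3, 19957054 to 19992998) was 149 ± 8.31 and 902 ± 28.8 CPM, and Il12a (NM_008351, chromosome 3, 68691424 to 68698550) was 2.57 ± 0.0043 and 11.1 ± 0.604 CPM (SD, n = 2). Their log2 fold changes were -2.18, -2.60 and -2.10, each called. Against the KLA libraries of the other tables, fitted jointly on shared transcripts, Ptgs2 had log2 fold changes from -3.02 to -2.61 and Il12a from -4.68 to -3.97. Cp did not differ from the Pgc1b_flox_KLA libraries (log2 fold change 0.04, adjusted p = 0.648), which were male like NKO_KLA, but was called lower against the KLA libraries of the RGFP966 (-2.95) and TBK1i (-1.46) tables. At poly I:C, where both genotypes shared date and sex, Ptgs2 was also lower in NKO (log2 fold change -1.12 ± 0.15 SE, adjusted p = 8.22e-05).

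Whether the NKO effect itself differed between a ligand and vehicle was tested with an interaction term. It called 4944 genes for KLA, 1908 for RANKL, 434 for poly I:C, 81 for IFNβ and 81 for IL4. The 4944 genes at KLA carry the same confounding as the contrast.

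The direction of the NKO effect was then compared across conditions that share no library. Genes called under vehicle, poly I:C, IFNβ or IL4, the 4 conditions of a single date, had the same direction in another of these 4 in 83.0% to 97.6% of cases. The same genes had that direction at KLA in 46.5% to 56.0% of cases and at RANKL in 52.5% to 59.4%. In all 6 contrasts, 18 genes were called higher and 4 lower (Grk3, Mefv, Ncor1 and Rrad, named after their values were seen).

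**Figure D4:**
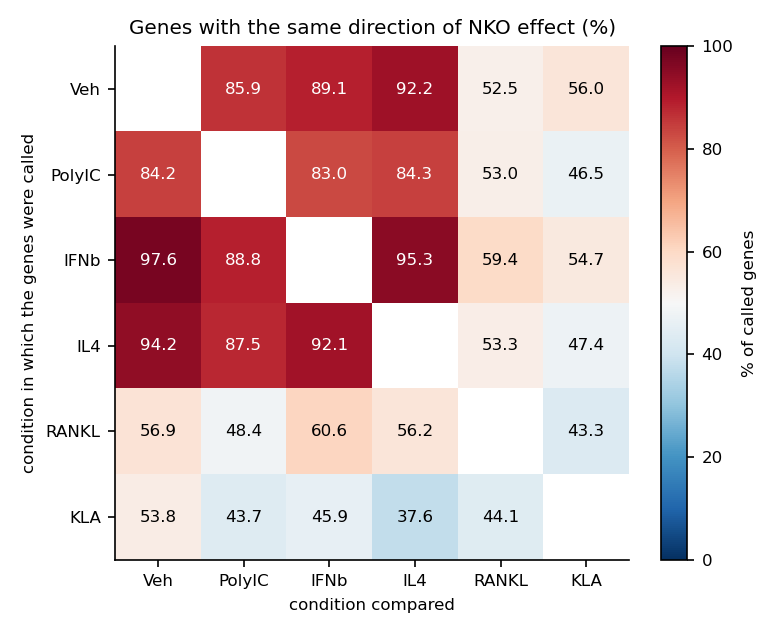
Each cell gives the percentage of the genes called in the row condition whose NKO effect has the same sign in the column condition; the colour scale runs from 0% to 100%. Vehicle, poly I:C, IFNβ and IL4 share 83.0% to 97.6% with each other, whereas the RANKL and KLA rows and columns lie between 37.6% and 60.6%.

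To ask whether NCoR-dependent activation needs HDAC3 activity, KLA with RGFP966 was compared with KLA. RGFP966 raised 1933 genes and lowered 1164. DESeq2 moved this most among the tools, to 1350 higher and 1249 lower. The largest increases were in Serpinb9b (log2 fold change 4.24) and Piwil2 (3.88), and the largest decreases in Ccl8 (-4.92, from -6.35 to -4.21 without either RGFP966_KLA library) and Ccl22 (-4.32). Of the KLA-induced genes, 710 (20.9%) were lower with RGFP966. Ptgs2 (-0.78 ± 0.055 SE, adjusted p = 1.84e-21) and Il12a (-0.71 ± 0.094 SE, adjusted p = 4.78e-10) were among them, whereas Cp stayed below the fold threshold (-0.52, and called by DESeq2 at -0.59).

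The role of PGC1β was addressed with the libraries labelled Pgc1b KO. Under vehicle, 20 genes were higher and 17 lower among 12205 tested, headed by Vcam1 (log2 fold change 1.36), Lyz1 (1.28), Rpl13 (-0.92) and Lyz2 (-0.90). Lyz1 and Lyz2 are near-identical neighbours and Rpl13 has many processed copies, so their counts are uncertain. DESeq2 gave no adjusted p for Lyz1 or Rpl13 and so could not call them, while their log2 fold changes there were 1.28 and -0.93. After KLA, 1609 genes were higher and 1573 lower. Rnd1 (4.72) and St6gal1 (4.67) were most increased, and Serpina3g (-5.98, a member of a multigene family) and Clic5 (-4.71) most decreased. Of 2787 KLA-induced genes, 1118 (40.1%) were lower. The interaction of genotype and KLA called 2784 genes.

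TBK1i raised 1852 genes and lowered 2260 in the presence of KLA, and 1427 of 3647 induced genes (39.1%) were lower. The most increased genes were Il23a (log2 fold change 4.88) and Plcl1 (4.12). Cxcl11 was at 0 counts in both TBK1i libraries and 46.9 ± 0.705 CPM in DMSO_KLA, at least 147-fold lower, and Ifi44 fell from 590 ± 19.9 to 0.251 ± 0.355 CPM (SD, n = 2). The latter rests on 5 counts in replicate 1 and 0 in replicate 2.

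The 4 lists of hyporesponsive genes at KLA were compared in pairs over the genes induced in both tables, with 1-sided Fisher exact tests for an excess of shared genes, adjusted over 6 pairs. Here genes are not independent replicates. The NKO and RGFP966 lists shared 172 genes where 211 were expected by chance (odds ratio 0.695, adjusted p = 1). NKO shared 241 with Pgc1b KO (expected 310.5, odds ratio 0.561) and 314 with TBK1i (expected 432, odds ratio 0.467). The other pairs shared more than chance. RGFP966 shared 299 with Pgc1b KO (odds ratio 1.73, adjusted p = 1.36e-08) and 380 with TBK1i (odds ratio 2.35, adjusted p = 6.78e-21), and Pgc1b KO and TBK1i shared 838 where 480 were expected (odds ratio 16.6, adjusted p = 1.05e-201). DESeq2 and a call without the fold threshold left every odds ratio on the same side of 1.

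**Figure D5:**
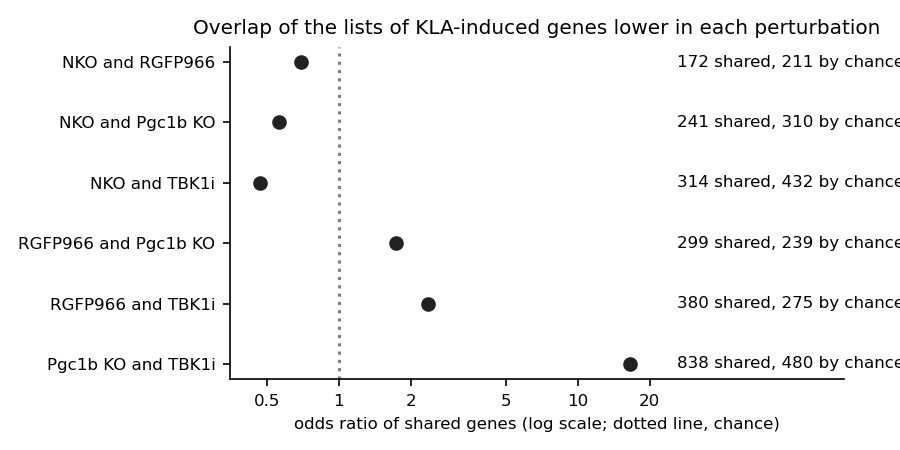
Points give the odds ratio (log scale) for each pair of lists of KLA-induced genes lower in a perturbation, with the shared and expected numbers of genes. The 3 pairs with NKO lie below 1, at 0.467 to 0.695, and the other 3 lie above it.

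Finally, 4 gene lists fixed before the data were examined were tested with fry, a rotation gene set test in limma, adjusted over 17 tests. The 14 LXR target genes were shifted up in NKO under all 6 conditions, with medians of 0.39 to 0.52 on the log2 scale and adjusted p from 1.84e-08 (vehicle) to 5.01e-06 (KLA). Under vehicle, 11 of the 14 were higher and 6 were called, and 6 were called when adjusted over the list alone. At KLA the list was mixed, with 10 higher and 4 lower, of which 5 were called higher and 2 called lower. In each other condition 0 were called lower. The 22 interferon-stimulated genes had a median change of -7.14 with TBK1i (adjusted p = 5.01e-06) and of -1.73 in the libraries labelled Pgc1b KO (adjusted p = 7.75e-05), with 22 called lower in each and 22 adjusted over the list alone. With RGFP966 their median was -0.38 (adjusted p = 0.0034), with 7 called lower and 7 adjusted over the list alone. In NKO they were not shifted at KLA (median -0.03, adjusted p = 0.792) or at poly I:C (-0.21, adjusted p = 0.297), with 2 called lower and 4 higher at KLA and 1 lower at poly I:C. Called or not, 20 of the 22 were below 0 at poly I:C and 2 above, against 11 and 11 at KLA. The result at KLA depended on the control. In the joint fit, 19 of the 22 genes were tested with fry as a set. The set was shifted up against Pgc1b_flox_KLA (median 0.37, adjusted p = 0.000466) and DMSO_KLA (0.23, adjusted p = 0.0462). It was not shifted against the KLA libraries of the RGFP966 table (-0.10, adjusted p = 0.43). The 20 NFκB inflammatory genes were shifted down in NKO at KLA (median -1.22, adjusted p = 7.72e-08) and at poly I:C (-0.51, adjusted p = 4.10e-06). Called lower were 12 and 8 of them and called higher 0 and 1. They were shifted down with TBK1i (-0.48, adjusted p = 0.00426, 9 called lower and 1 higher) and RGFP966 (-0.29, adjusted p = 0.0351, 5 lower and 2 higher). In the libraries labelled Pgc1b KO the list had no common shift (-0.27, adjusted p = 0.739), with 5 called lower and 6 higher. Adjustment over the list alone gave the same numbers in each case. The 9 osteoclast genes tested had a median change of 0.34 in NKO at RANKL (adjusted p = 0.0167), with 3 called higher and 2 lower, and the same numbers adjusted over the list alone. Every fry call except the osteoclast list held under camera with a preset correlation of 0.01. With the correlation estimated, 6 fry calls were lost, namely LXR genes in NKO at KLA, interferon-stimulated genes with RGFP966, NFκB genes in NKO at KLA, with RGFP966 and with TBK1i, and osteoclast genes.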

Values the study reported

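The study reported about 150 genes derepressed and about 130 genes downregulated in NKO macrophages under vehicle. After KLA it reported more than 1,300 mRNAs at higher and more than 1,400 at lower levels in NKO cells. It counted 2,296 mRNAs induced by KLA in WT cells, of which 756 had an attenuated response in NKO cells, and 81 genes hyporesponsive in both the RGFP966 and the NKO setting.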

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

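The results below are differences between an effect under a ligand and the same effect under vehicle, each tested with an interaction term. The comparison with the largest difference between wild-type libraries was chosen only after the counts between wild-type libraries had been seen, and the tests for a weaker KLA treatment, for WT_Veh replicate 2 and against male libraries after the interactions themselves, whereas the other tests in this part were chosen before their outcome was known.

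The NKO effect at KLA differed from that under vehicle in 4944 genes, 2670 with a higher and 2274 with a lower effect. Sequencing depth as the whole cause is argued against by a refit with every library thinned to the lowest total, in which 90.0% of these genes were called again. Trends with GC content and transcript length as the whole cause are argued against by a refit without them, in which 60.01% were called again, although the other genes of the 4944 lost their call there. Library batch stays open. Wild-type KLA libraries of other tables differed from WT_KLA by a median of 1261 genes in the joint fit, few enough to count against batch by the limit set beforehand. The largest such difference between wild-type KLA libraries of any 2 tables was 2456 genes, which lies between the limits, and under vehicle such differences ranged from 283 to 2794. Neither number decides, because no wild-type library has the date of NKO_KLA, so genotype and date cannot be told apart for these genes. Between NKO_KLA and the male Pgc1b_flox_KLA libraries, 4027 genes were called. Female wild-type KLA libraries differed from that control by 1861 to 2456 genes, and it also differs from NKO_KLA in date and table. Only the excess argues against sex as the whole cause of the NKO effect at KLA, and date could give that excess too. A part played by sex stays open. An outlying library, WT_Veh replicate 2, as the whole cause is argued against by the 95.7% of genes that kept direction and fold without it. An NCoR effect that depends on KLA is open in the same way.

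For RANKL, 1908 genes differed, 974 higher and 934 lower. Thinning called 84.7% of them again, and removing the GC and length trends 86.5%, and without WT_Veh replicate 2 90.4% kept direction and fold, so none of these could be the whole cause. RANKL and vehicle libraries had different dates and times of treatment (12 h and 6 h). The sample records list all of them as BMDMs, but the count table names the RANKL libraries as osteoclasts, so a difference in culture stays open. A RANKL-dependent effect cannot be told apart from these.

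For poly I:C, 434 genes differed, 286 higher and 148 lower, and all 8 libraries shared sex and date. The thinned refit called 71.4% again, and the refit without GC and length trends 67.1%. For IFNβ, 81 genes differed, 74 higher and 7 lower, of which 71.6% and 56.8% were called again. Depth or GC and length trends as the whole cause are argued against for both ligands. WT_Veh enters each interaction with NKO, and its replicates had the highest mean chi-square per gene of the 22 pairs (6.16). By the median (1.24) the 4 groups of the Pgc1b table lay above it (1.39 to 1.55), so the mean rests on a minority of genes, with 297 and 40 counts of Ccl5, 207 and 62 of Ifi44 and 93 and 26 of Gbp5 in replicates 2 and 1. Without replicate 2, direction and fold held in 83.9% of the genes for poly I:C and in 66.7% for IFNβ (54 of 81, against 80 without replicate 1), which argues against it as the whole cause. Replicate 2 lay beyond replicate 1 in the direction that would give the call in 60.1% of the genes for poly I:C and 90.1% for IFNβ. The replicates of the other 3 groups in the IFNβ interaction gave 17.3% to 81.5%, so such shares vary widely where genes move together. It is therefore a candidate cause for part of the IFNβ genes, and the 2 replicates are too few to tell for poly I:C. A ligand-dependent effect of NCoR stays open for both, and reads shared between paralogs were not tested.

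For IL4, 81 genes differed, 47 higher and 34 lower. Thinning called 65.4% again, which argues against depth as the whole cause. Without the GC and length trends 42.0% were called again and 39 genes were called in all, so such trends are a candidate explanation for many of these genes, and an IL4-dependent effect of NCoR stays open for the rest. Without WT_Veh replicate 2, 57 of the 81 genes (70.4%) kept direction and fold, which argues against that library as the whole cause. It lay in the direction that would give the call in 70.4% as well, and whether it plays a part cannot be told apart from noise with 2 replicates.

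For the libraries labelled Pgc1b KO, the genotype effect at KLA differed from that under vehicle in 2784 genes, 1414 higher and 1370 lower. All 8 libraries shared a date and a sex. Thinning called 94.7% of the genes again and removing the GC and length trends 93.6%, which argues against both as the whole cause. Ppargc1b RNA was not lower in these libraries, and the counts do not show whether a floxed exon was lost. Within these data, an effect of its loss is a hypothesis that rests on the labels and on Lyz2. The study's immunoblot of PGC1β protein was not used here. With 37 genes called under vehicle against 3182 after KLA, a weaker KLA treatment of the libraries with Cre could also give such a pattern. A uniformly weaker one is argued against by 160 KLA-induced genes that were called higher with Cre, while a treatment that differed in timing stays open. The sample records give 6 h for all KLA libraries of this table, but the column names of those with Cre state no time, unlike every other KLA column.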

How the results depend on the processing

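Replicate numbers did not pair the libraries. Replicate differences correlated between groups across genes by -0.10 to 0.12 in the NCoR table (66 pairs of groups, median 0.02), 0.06 to 0.15 for RGFP966, -0.27 to 0.20 for Pgc1b and -0.01 to 0.02 for TBK1i. A block for the replicate number gave 5345 genes for NKO at KLA (5367 without it) and 836 under vehicle (832 without it), and no count of genes moved by more than 1.5 times with it.

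The numbers of called genes in the 24 contrasts stayed within 1.5 times of those reported under DESeq2's size factors, no filter on low counts, a filter on a mean of 5 CPM and DESeq2. So did those of the 18 contrasts of 2 groups with only the compared groups in the fit, a setting not run for the 6 interactions. Leaving out 1 library gave 676 to 766 genes for NKO under vehicle, 5065 to 5167 at KLA, 54 to 81 for the IFNβ interaction and 32 to 35 for the libraries labelled Pgc1b KO under vehicle. These fits can only lose genes. NKO at KLA gave 5330, 4147 and 4730 genes with the KLA libraries of the RGFP966, Pgc1b and TBK1i tables as the control, and 5189 without chromosomes X and Y, an alternative chosen after seeing the data.

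Some splits into higher and lower genes moved more. Genes lower in NKO under vehicle numbered 510, and 305 with only the compared groups, where the dispersion rests on fewer libraries. For the libraries labelled Pgc1b KO under vehicle, 20 higher genes became 8 under DESeq2 and 33 with only the compared groups. The IL4 interaction had 34 lower genes, and 18 under DESeq2. The IFNβ interaction had 74 higher and 7 lower genes, and 111 and 1 under DESeq2. In the poly I:C interaction, the share of higher genes fell from 65.9% to 55.1% with DESeq2's size factors. The cause was not tested in these cases.

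Of the hyporesponsive lists, that for KLA in NKO held 1144 genes, and 710 when induction was taken from all of the other 3 tables instead of WT_KLA. Induction in several tables is a stricter condition, which can itself lower the number. That for IL4 fell from 63 to 40 genes under DESeq2, and the cause was not tested. The 6 odds ratios kept their side of 1 under DESeq2 and without the fold threshold.

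With camera and an estimated correlation, 6 list calls were lost. The adjusted p was 0.31 for LXR genes in NKO at KLA, 0.249 for interferon-stimulated genes with RGFP966, 0.115, 0.46 and 0.556 for NFκB genes in NKO at KLA, with RGFP966 and with TBK1i, and 0.46 for osteoclast genes. The last also lost its call with the preset correlation (0.199). Camera tests a list against the other genes, and fry does not, so they answer different questions.

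Among the named genes, 973 of 988 values under other settings kept direction and call, 8 were weaker, 7 stronger and 0 reversed. Leaving out 1 library moved 47 of 668 log2 fold changes by more than the spread of replicates. Genes with few counts, such as Ocstamp, are limited by depth.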

Other observations

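In this part, both comparisons with male wild-type libraries, the largest difference between wild-type libraries, the test for female cells, the same-day comparison of directions and the GC tests of list overlap were chosen only after the result had been seen.

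The study's counts differ from those here by more than 1.5 times in several places. For vehicle, 322 genes were higher and 510 lower in NKO here, and for KLA 2820 and 2547. For hyporesponsive genes, 1144 were counted here in NKO and 172 shared with RGFP966. DESeq2 gave 275 higher and 411 lower genes under vehicle and 2569 and 2574 at KLA, so the tool alone does not account for the gap. The study also left out short genes, which was not tested, and the cause stays open.

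NKO and WT differed in 5367 genes at KLA, against 510 to 795 for the ligands of a single date. With every library thinned to the lowest total 5168 genes were called at KLA, and without GC and length trends 3940, so neither could be the whole cause. Only 57.4% of the 5367 genes were called again in the latter refit. In the other NKO contrasts the share was 80.1% (IL4) to 93.3% (RANKL), and for the libraries labelled Pgc1b KO at KLA 96.0%. GC and length trends thus bear more on the NKO contrast at KLA than on the others, where both genotypes shared a date. Without the 20 most abundant genes 5365 were called. That refit changed little in any NKO contrast (829 of 832 genes called again under vehicle), so no conclusion on abundant genes is drawn from it. The choice of WT_KLA libraries as the whole cause is argued against as well. At least 57.7% of the genes called against WT_KLA in the joint fit kept their call and direction against each other table's wild-type KLA libraries. Against all 4 controls, 2223 genes were called. These comparisons share the NKO_KLA libraries, which alone favours agreement, so the shares do not bear on what sets those libraries apart. Sex differed as a sex effect would need, since WT_KLA held at least 5206 Xist counts per library and NKO_KLA 0, with Y-linked transcripts in NKO_KLA. Between NKO_KLA and the male Pgc1b_flox_KLA libraries, 4027 genes were called. That control also differs from NKO_KLA in date and table, and female wild-type KLA libraries differed from it by 1861 to 2456 genes. Only the excess over such numbers argues against sex as the whole cause, and date could give that excess too. Library batch stays open. WT_KLA differed from the other wild-type KLA libraries by a median of 1261 genes, few enough to count against batch by the limit set beforehand, and any 2 wild-type sets differed by up to 2456 at KLA and by 283 to 2794 under vehicle, but none of them has the date of NKO_KLA. Genotype and batch cannot be told apart in this contrast, and an NCoR effect may make up part of it.

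Of the Y-linked transcripts, Ddx3y and Eif2s3y were lower in both NKO_KLA libraries than in both Pgc1b_flox_KLA libraries, at 27.3% and 45.98% of the mean there. Kdm5d was at 75.8%, but the libraries overlapped, at 12.8 and 7.38 CPM in NKO_KLA and 14.2 and 12.5 CPM in Pgc1b_flox_KLA. For these genes replicate 2 of NKO_KLA was at 57.4% to 61.7% of replicate 1. Female cells mixed into the NKO_KLA libraries are argued against by 0 Xist counts. No biological explanation was tested.

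The NKO effects called under vehicle, poly I:C, IFNβ and IL4 had the same direction at KLA in 46.5% to 56.0% of genes. Removing GC and length trends left at most 54.9%, and thinning at most 55.4%, which argues against both as the cause. The conditions of a single date shared direction in at least 83.0% of genes. At KLA a batch difference between the genotypes could lower the agreement, but an NCoR effect that changes with the ligand would do so too, and the libraries of the same-day conditions may share features of their own culture. Batch and ligand cannot be told apart at KLA. At RANKL, where both genotypes shared a date and a sex, the agreement was also low (52.5% to 59.4%), so a date difference between genotypes is not needed for it, and the ligand, the time of treatment and the culture stay open there.

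The NKO list at KLA shared fewer genes with the other 3 KLA lists than chance gives. The choice of WT_KLA is argued against as the cause, since 0 of 6 odds ratios rose above 1 with wild-type KLA libraries of other tables (0.378 to 0.786). Without GC and length trends, the odds ratio with the RGFP966 list was 0.919 (2-sided Fisher exact p = 0.44), so for that list GC and length trends and a true deficit cannot be told apart. For the Pgc1b KO and TBK1i lists it stayed low, at 0.54 and 0.405, which argues against such trends as the cause. A difference in sex between NKO_KLA and its control as the cause is argued against for the RGFP966 and TBK1i lists, since with the male Pgc1b_flox_KLA libraries as control the odds ratios were 0.700 (2-sided Fisher exact p = 0.00498) and 0.378 (p = 3.89e-21). For the Pgc1b KO list, which has its own table as the only male control, sex was not tested. The poly I:C list of NKO, from libraries of 1 sex and 1 date, gave odds ratios above 1 with 3 of 3 lists (3.79 for RGFP966, 1.27 for Pgc1b KO and 1.67 for TBK1i), of which that for Pgc1b KO had an adjusted p = 0.194 in Fisher's exact test. The RANKL list gave 2.54 (adjusted p = 1.92e-05), 0.938 (0.814) and 1.31 (0.226), an excess for RGFP966 only. Its NKO and WT libraries shared a date, but induction by RANKL was measured against vehicle libraries of another date, so this list does not bear on date. The poly I:C list and the NKO list at KLA shared 58 genes where 58.5 were expected (odds ratio 0.988). The NKO lists of these ligands thus share no more genes than chance gives. The date of the NKO_KLA libraries is a candidate cause of the deficit. The ligand differs too, so date and ligand stay open.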
